A study of Homo sapiens with 8 samples. Its data were reported in "Molecular Pathogenesis of Colorectal Cancer: Impact of Oncogenic Targets Regulated by Tumor Suppressive miR-139-3p" (2022).

How the data were processed

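Gene expression was measured on 8 two-channel Agilent arrays of 60-base probes, 4 with RNA of HCT116 cells (a human colorectal cancer line) and 4 with RNA of PANC-1 cells (a human pancreatic cancer line). Per the labels, the Cy5 channel of each array held RNA of cells transfected with 1 mature miRNA and the Cy3 channel held RNA of mock cells of the same line. The HCT116 arrays were for the guide and passenger strands of miR-139 and of miR-143. The PANC-1 arrays were for both strands of miR-30a, and for miR-30c-5p and the passenger strand of miR-30c-2. Each miRNA was on 1 array. Groups were taken from the labels, and 0 columns of the processed table were left without a sample.

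Per the file headers, the scanner software gave for each spot the intensity of both channels as the mean of the spot pixels, with the median of the local background pixels in the same intensity unit. The deposited scanner output also holds processed intensity values, which the software had background-subtracted and dye-normalised within the array. The deposited log ratio is the log10 of processed Cy5 over processed Cy3. The authors' processed table holds the same log10 values: the largest difference from the scanner output was 0 over 62976 spots on each of the 8 arrays. Where log10 ratios were used here, they were converted to log2. Outlier, saturation and well-above-background calls per spot were used as the scanner software gave them.

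Spot intensities were processed in R 4.3.3 with limma 3.58.1 and the data.table package, version 1.17.8. Background was corrected by the normexp method with an offset of 50, control spots were removed, and the log2 ratio of Cy5 over Cy3 was normalised within each array by loess. Spots called outliers in either channel were left out, and the spots of a probe were averaged. Each gene name was represented by its probe with the highest mean signal over the 8 arrays. A gene counted as detected on an array when that probe was well above background in at least 1 channel. For comparisons between mock channels, channel levels were taken after quantile normalisation of the mean signal between arrays. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

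The files name 43317 genes. Of these names, 21081 were symbols in the gene name reference and 1624 were synonyms only. A match by name or accession was found for 23612, and for 2304 the accession gave another symbol, which is printed in brackets where such a gene is named. Probe positions are those in the files, on hg19.

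With 1 array per miRNA, no test, p-value or standard error across replicates could be had, and no paired test was possible. A fixed size rule was used in place of a test: a gene counted as lower or higher when its log2 ratio was at least 1 away from 0. On the miR-139-3p array, genes with a log2 ratio under -2 were also counted. Named genes were the 3 lowest and the 3 highest on each array among genes with a symbol that were well above background in both channels, not saturated, not called outliers, and whose other detected probes, if any, went the same way. KRT80 and HK2 were named on every array.

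The median log2 ratio of a gene list was compared with the medians of 10000 random lists of as many genes, drawn from the same 20 bins of mean signal. The percentile is the share of random lists with a lower median. Genes of a list are not independent of each other, so a percentile is not a p-value. There were 10 lists. The study's list of 29 candidate targets of miR-139-3p and its list of genes lowered by KRT80 siRNAs were taken from the study. The latter was used without KRT80 and HK2, which are on both. The other lists were written from general knowledge: targets of miR-139-5p, of miR-143-3p and of the miR-30 guide strands, epithelial and mesenchymal markers, interferon response, p53 targets, and replication and cell cycle. Beyond the genes shared by the study's lists, HK2 is also on the miR-143-3p list, MCM2 is on the candidate and replication lists, NT5E is on the siKRT80 and miR-30 lists, and ZEB1 is on the miR-139-5p and mesenchymal lists.

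Pearson correlations were computed across genes for the 28 pairs of arrays. Genes are not replicates, so no p-value was attached. A value for unchanged RNA against 1 shared mock was obtained from 100 simulations per cell line, with the spreads measured between mock channels. The background was measured as the number of genes at least 2-fold apart between the Cy3 channels of a pair of arrays of 1 cell line.

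A comparison of genes with and without a seed match in the 3′ UTR had been planned. It was not run, because transcript sequences were not used here. In its place, probes were searched for the heptamers complementary to bases 2 to 8 of each miRNA, or to bases 2 to 7 followed by A. The medians of genes with and without such a heptamer were compared, with random lists as above. Every heptamer found in the probes of at least 20 detected genes was also ranked by the mean rank of the log2 ratios of its genes, and each seed heptamer was ranked among heptamers made of the same bases. The measure used for the seeds was chosen after seeing the data.

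The processing was tested on simulated arrays made from the miR-139-3p array, with 58201 probes of which 200 were changed. With the offset of 50, 100% of the changed probes had the right sign and 62% passed 2-fold, while 0% of the unchanged expressed probes did. The recovered log2 change was 0.661 of the true change over all changed probes and 0.926 over bright ones, so the offset of 50 compresses the ratios of dim genes. With an offset of 1, 99.5% of the changed probes passed 2-fold and the recovered share was 0.930. In simulated ratios of 21764 genes, 3% of unchanged lists of 20 genes and 98% of lowered ones fell under the 5th percentile. The lowered seed heptamer ranked first for all 8 miRNAs. The simulated lowering equalled the SD of the noise and was applied to every gene of the list or with the heptamer. Where genes with the array's own seed had a lower median in the data, the difference was only -0.022 to -0.056. The simulation therefore does not show that effects as small as these would be found.

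Alternatives were no background correction, the scanner log ratio, median centring in place of loess, no filter on dim probes, detection in both channels, the median over the probes of a gene, the log2 ratio minus the mean of the other 3 arrays of the cell line, Spearman correlation, and the seed restricted to bases 2 to 8. The groups, the main processing, the lists, the rule for named genes and these alternatives were fixed before the data were examined. An offset of 1 was added after seeing the data.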

Results

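The data were 8 arrays, each comparing cells transfected with 1 miRNA with mock cells of the same line, for both strands of 4 miRNA precursors. There were no replicate arrays, so no value below carries an error across replicates, and the number of arrays limits the precision. Each array held 60901 spots other than controls, for 58201 probes. The median spot intensity was 22.2 to 23.3 in Cy3 over a median background of 17 to 19, and 23.7 to 26.5 in Cy5 over 19 to 20. Between 44.1% and 45.3% of spots were well above background in Cy3, and between 45.8% and 51.4% in Cy5. No spot was saturated, and 75 to 129 spots per array were called outliers. Of the 300 probes printed 10 times, 273 to 283 per array had all spots well above background in both channels. Over these, the median SD of the log2 ratio between spots ranged from 0.0400 on the miR-30c-2-3p array to 0.0651 on the miR-30a-3p array. This spread is between spots of 1 hybridisation and not between cultures. All 8 arrays were on 1 slide and in 1 scan. The HCT116 arrays filled column 1 of the slide and the PANC-1 arrays column 2, so slide position and cell line cannot be told apart.

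To compare the mock RNA with the cell lines named in the labels, marker levels were taken from the Cy3 channels. CDH1 was higher in HCT116 by 3.03 and EPCAM by 4.43 on the log2 scale. Of the 6 epithelial markers, 4 were higher in HCT116 and 2 were not, CDX1 and LGALS4. CDH17, counted among the 4, was not well above background in either line. All 6 mesenchymal markers were higher in PANC-1, with VIM showing a log2 difference of -8.87 for HCT116 minus PANC-1.

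The background of the 2-fold rule was measured between mock channels. In HCT116, mock channels from arrays of different precursors had 226 to 230 genes at least 2-fold apart, and those from the 2 arrays of 1 precursor had 4 to 6. In PANC-1 the numbers were 41 to 46 and 0 to 13. A mock channel of one precursor therefore differed from that of the other precursor of the line by more than it differed within a precursor.

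To determine how many genes each miRNA changed, genes at least 2-fold from mock were counted among the 20106 to 22063 detected genes. In HCT116, 41 genes were lower and 12 higher with miR-139-5p, and 585 were lower and 436 higher with miR-139-3p. With miR-143-5p, 205 were lower and 73 higher, and with miR-143-3p, 186 were lower and 104 higher. In PANC-1, 93 genes were lower and 156 higher with miR-30c-5p, and 857 were lower and 354 higher with miR-30c-2-3p. With miR-30a-5p, 55 were lower and 64 higher, and with miR-30a-3p, 242 were lower and 82 higher. On the miR-139-3p array the scanner log ratio moved these counts most, to 2033 lower and 2128 higher genes. On the miR-30a-3p array median centring moved them most, to 46 lower and 1946 higher genes. Median centring shifted the median of all genes by up to 0.28 (log2, miR-30a-3p array) and raised the share of higher genes among the changed genes on all 8 arrays. With both directions pooled, the miR-139-5p array had fewer changed genes than mock channels of different HCT116 precursors had between them. On the miR-139-3p array, 32 genes had a log2 ratio under -2, against 287 by the scanner log ratio.

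**Figure D1:**
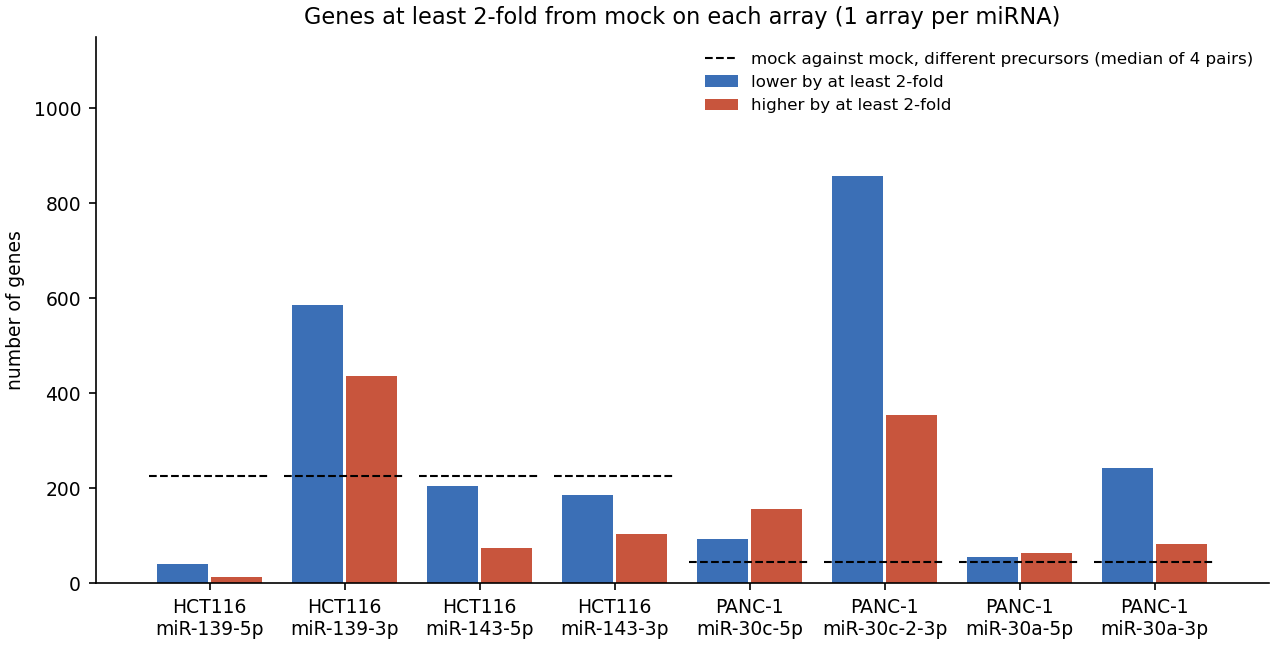
Number of genes at least 2-fold lower or higher than mock on each of the 8 arrays (bars, y axis in genes), with dashes for the number of genes at least 2-fold apart in either direction between mock channels of different precursors. The miR-30c-2-3p array had 857 lower genes and the miR-139-5p array 41.

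The lowest named genes with miR-139-5p were GLRX5 at a log2 ratio of -2.38, H2AFV (H2AZ2) at -2.10 and LCLAT1 at -1.65, and the highest were EGR1 at 1.94, BIRC3 at 1.35 and RN7SL1 at 1.32. With miR-139-3p, KIAA0101 (PCLAF) was at -3.57, GPR110 (ADGRF1) at -3.26 and KLK6 at -2.94, and TP53INP1 was at 3.24, SCARNA11 at 3.03 and LINC00482 at 2.87. With miR-143-5p, RNF11 was at -2.79, HN1 (JPT1) at -2.70 and CAV1 at -2.60, and RNA5-8S5 (RNA5-8SN5) was at 2.39, SNORD46 at 1.86 and RNU2-1 at 1.65. On the array labelled miR-143-3p, FAM122B (PABIR2) was at -2.18, SUMF1 at -2.11 and SEC61B at -2.11, and SNORD46 was at 2.002, COX1 at 1.88 and GATSL3 (CASTOR1) at 1.86. These values are those of the probe with the highest mean signal, and other probes of a gene can give smaller changes. With miR-139-5p, the median over probes was -0.18 for LCLAT1 and -1.07 for H2AFV. With miR-139-3p, it was -1.77 for GPR110 and -2.12 for KLK6.

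In PANC-1, the lowest named genes with miR-30c-5p were CEND1 at -2.46, IDH1 at -2.27 and SOX5 at -1.78, and the highest were PODXL at 3.71, ANKRD33B at 2.71 and COL5A1 at 2.48. With miR-30a-5p, CEND1 was at -2.17, NT5E at -2.06 and IDH1 at -2.03, and PODXL was at 2.77, ANKRD33B at 2.30 and COL5A1 at 2.24. With miR-30c-2-3p, SREBF1 was at -3.60, BIRC3 at -3.18 and C8orf82 at -3.14, and SNORA48 was at 3.83, SNORD46 at 3.50 and SNAR-G1 at 3.49. With miR-30a-3p, SLC35F3 was at -2.87, PLAU at -2.48 and OIP5 at -2.35, and MPZL3 was at 1.82, LINC01447 at 1.67 and MKNK2 at 1.65.

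The study followed up KRT80 and HK2 after miR-139-3p. The KRT80 probe lies on chromosome 12 at 52563485 to 52563544 (hg19, minus strand), and the HK2 probe on chromosome 2 at 75120331 to 75120390 (plus strand). Both probes were well above background in both channels on all 8 arrays. KRT80 had a log2 ratio of -1.12 with miR-139-3p, and the scanner log ratio moved it most, to -2.19. KRT80 was also lower with miR-139-5p, at -0.94, and with miR-143-5p, at -1.14. It was higher on the array labelled miR-143-3p, at 0.41, and on the 4 PANC-1 arrays, at 0.45 to 1.43. The mock level of KRT80 differed between arrays of the same line: the mean Cy3 level was 7.57 on the miR-139 arrays and 9.64 on the miR-143 arrays, a 4.19-fold difference. HK2 had a log2 ratio of -2.25 with miR-139-3p and 0.06 with miR-139-5p. It was also lower on the array labelled miR-143-3p, at -1.68, and with miR-30c-2-3p, at -0.97.

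**Figure D2:**
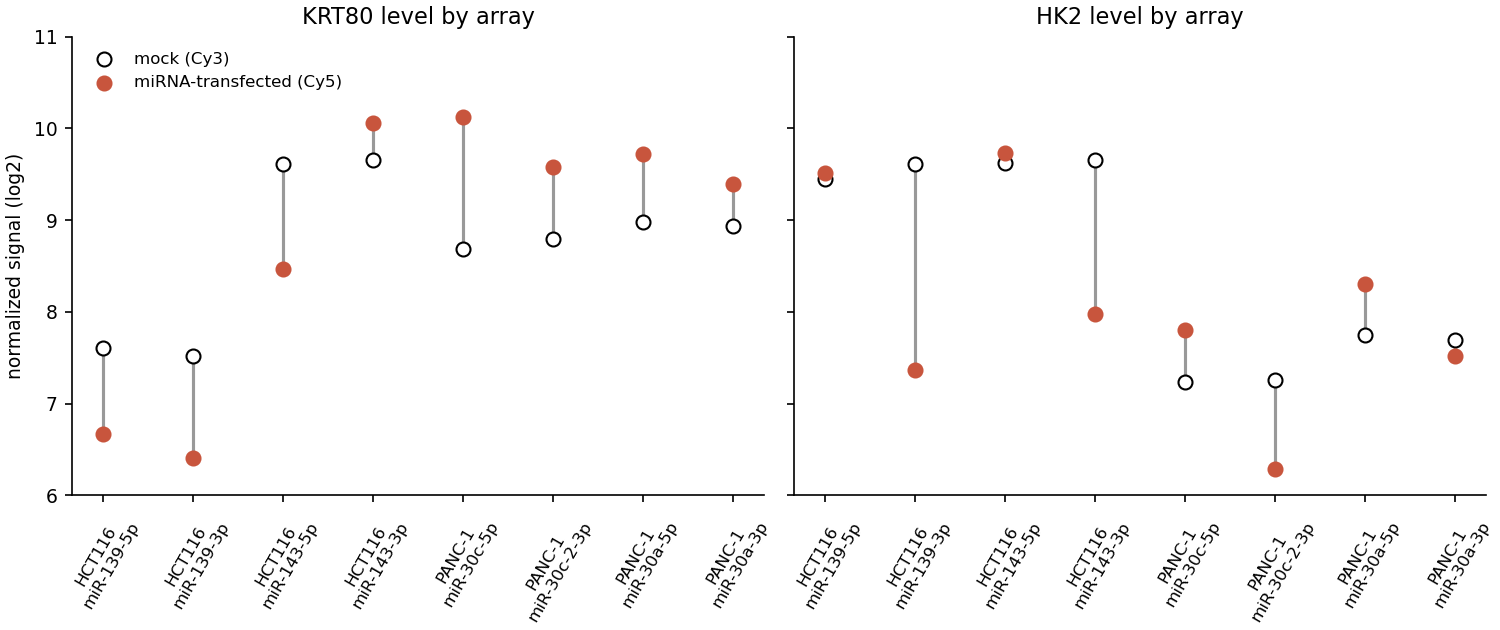
Cy3 (mock) and Cy5 (miRNA) levels of KRT80 and HK2 on each of the 8 arrays, in log2 intensity. The mock level of KRT80 was 7.52 on the miR-139-3p array and 9.66 on the array labelled miR-143-3p.

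To see how the study's gene lists behaved as sets, their medians were compared with random lists. The 29 candidates were chosen by the study partly on the miR-139-3p array, so that array is not independent evidence for them. On it, 28 were detected, 27 were below 0 and 14 were at least 2-fold lower, with a median of -1.03, below all 10000 random lists. The scanner log ratio gave a median of -2.29. By it, all 29 had some probe under -2 when dim probes were included, but only 22 had the probe that represents the gene here under -2. On the other 7 arrays the median ranged from -0.21 to 0.15. The percentile was 0.06 with miR-143-5p, 0.54 on the array labelled miR-143-3p and 99.2 with miR-30c-5p. On the rest it was between 3.58 and 68.4. The negative medians with miR-143-5p and on the array labelled miR-143-3p turned positive after subtraction of the other arrays of the line. The subtracted mean includes the miR-139-3p array, where these genes were low, so this follows at least in part from construction. The median with miR-30a-3p turned positive under median centring, to 0.08 relative to the median of all genes. The siKRT80 list, with KRT80 and HK2 left out, comes from other arrays of the study. It had a median of -0.41 on the miR-139-3p array, with 43 of 45 detected genes below 0, also below all random lists. Its median was -0.16 on the array labelled miR-143-3p and -0.09 on the miR-143-5p array, at percentiles of 0.00 and 0.13, and -0.01 on the miR-139-5p array, at a percentile of 13.9. The negative medians on the miR-143-5p and miR-139-5p arrays turned positive after subtraction of the other arrays of the line, which again includes the miR-139-3p array. Under median centring, that on the miR-139-5p array turned positive but was -0.01 relative to the median of all genes.

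Of the lists of known targets, 9 detected miR-139-5p targets had a median of 0.03 on their own array, which became negative with the median over probes and after subtraction of the other arrays. The 9 detected miR-143-3p targets had a median of 0.14 on the array labelled miR-143-3p, at a percentile of 90.2. The 15 miR-30 targets had medians of -0.38 with miR-30c-5p and -0.27 with miR-30a-5p, at percentiles of 0.00 and 0.03. Under median centring these became -0.00085 and 0.019, while the median of all genes shifted by 0.20 and 0.14. Relative to the median of all genes under that setting they were -0.21 and -0.13.

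Lists of markers and of general responses were compared in the same way. The marker lists had only 4 to 6 detected genes. The mesenchymal medians were -0.71 with miR-30c-2-3p, -0.56 with miR-30a-3p and -0.37 with miR-139-5p, at percentiles of 1.03, 0.12 and 0.29. Under median centring that with miR-30a-3p turned positive, but was -0.05 relative to the median of all genes. The epithelial median was -0.25 with miR-139-5p, at a percentile of 1.09. Elsewhere the marker percentiles were 4.32 to 68.5. The p53 targets had a median of 1.53 with miR-139-3p, with 8 of 10 genes at least 2-fold higher, against -0.12 with miR-139-5p. Under median centring the latter became 0.06, and -0.04 relative to the median of all genes. The p53 median was 0.51 on the array labelled miR-143-3p, 0.36 with miR-30c-5p and 0.18 with miR-30a-5p, at percentiles of 100, 99.9 and 97.2. With miR-143-5p, miR-30c-2-3p and miR-30a-3p its percentile was between 18.6 and 78.8. The replication list had a median of -0.52 with miR-139-3p, -0.67 on the array labelled miR-143-3p, -0.39 with miR-143-5p and -0.60 with miR-30c-2-3p, each negative under all 9 settings. On the other 4 arrays it was between -0.29 and -0.02. Under median centring it turned positive there. Relative to the median of all genes under that setting it stayed negative with miR-30a-5p, at -0.06. It was 0.22 with miR-139-5p, 0.09 with miR-30c-5p and 0.35 with miR-30a-3p. These last medians also turned positive after subtraction of the other arrays of the line, which include arrays where the list was low. That with miR-139-5p turned positive with the median over probes as well. The interferon list had a median of 0.49 on the array labelled miR-143-3p and -0.59 with miR-30a-3p, at percentiles of 100 and 0.00. It was also low with miR-30c-2-3p, at -0.41 and a percentile of 0.59, and with miR-30a-5p, at -0.12 and a percentile of 1.24. The last turned positive under median centring but was -0.11 relative to the median of all genes. It also turned positive after subtraction of the other arrays of the line, to 0.23. The subtracted mean includes the miR-30a-3p and miR-30c-2-3p arrays, where the list was low.

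**Figure D3:**
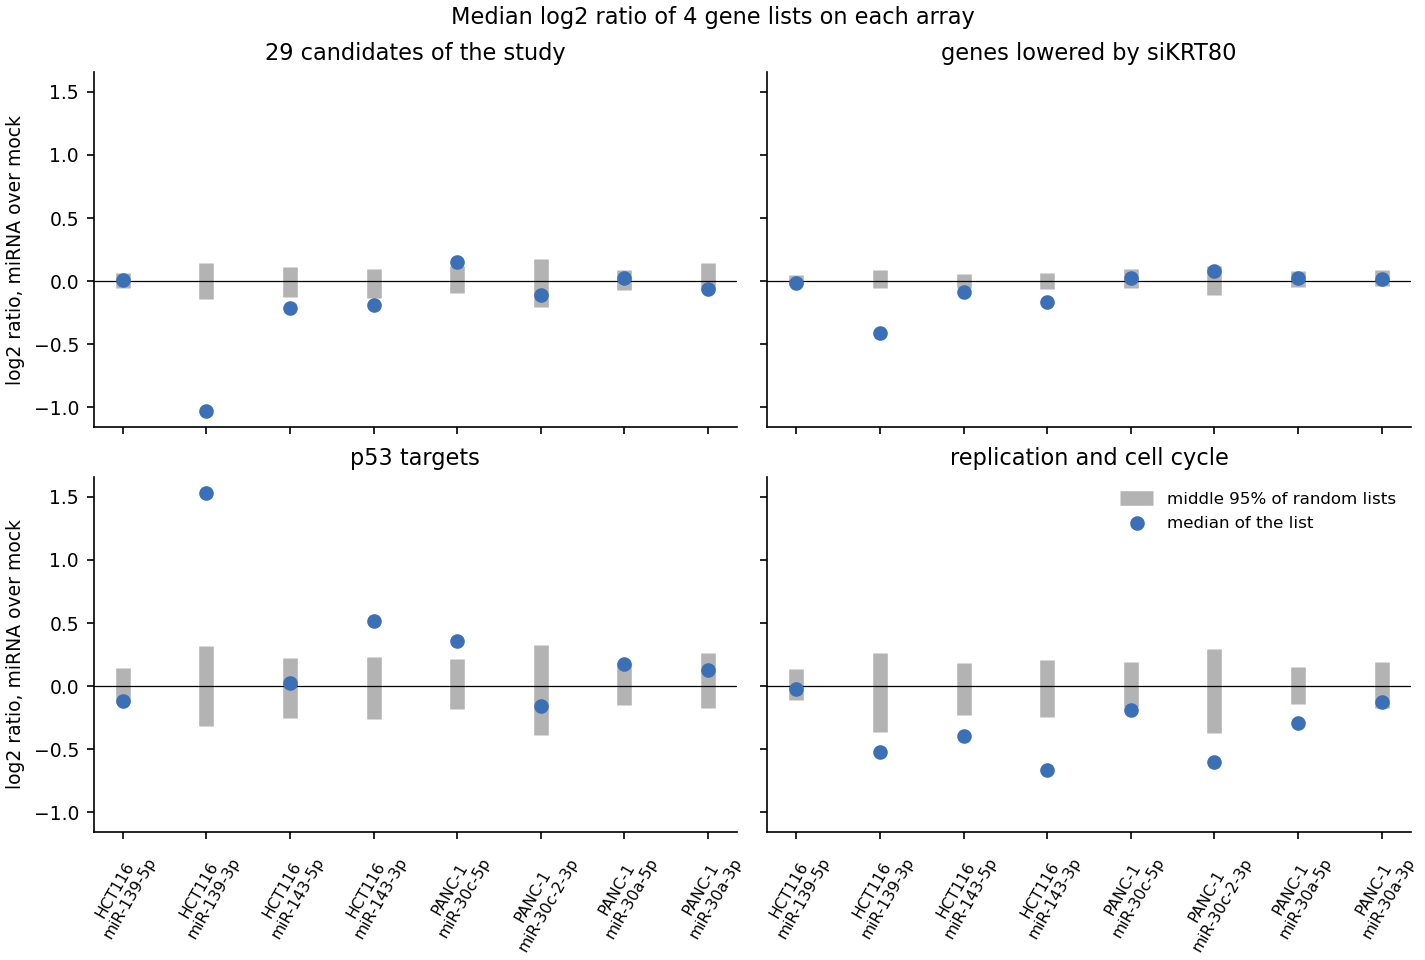
Median log2 ratio (y axis, miRNA over mock) of 4 gene lists on each of the 8 arrays (points), with grey bars for the middle 95% of random lists of the same size. The p53 targets with miR-139-3p are at 1.53, and the replication list is below 0 on all 8 arrays but turns positive under median centring on the 4 arrays nearest to 0, of which miR-30a-5p stays below the median of all genes, at -0.06.

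To compare responses between arrays, log2 ratios were correlated across genes. The miR-30c-5p and miR-30a-5p arrays, whose miRNAs have the same seed, had r = 0.89, and the scanner log ratio gave 0.73. They shared 48 lower genes, against 0.24 by chance, and 54 higher genes, against 0.49, with 0 genes changed in opposite directions. The strands of 1 precursor gave r = 0.14 for miR-139, 0.34 for miR-143, 0.17 for miR-30c and 0.10 for miR-30a. The 16 pairs across cell lines ranged from -0.03 to 0.29 with a median of 0.15. Simulated unchanged RNA against 1 shared mock gave a mean r of 0.457 in HCT116 and 0.391 in PANC-1, above all 4 strand pairs. The simulation held no miRNA effect, and a response to only 1 of the strands would lower r. In HCT116 its ratios also had the SD between mock channels, 0.294, while the whole miR-139-5p array had an SD of 0.200. The comparison therefore decides nothing about a shared mock. Subtraction of the other arrays of the line made the 4 strand correlations negative, which its construction favours.

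**Figure D4:**
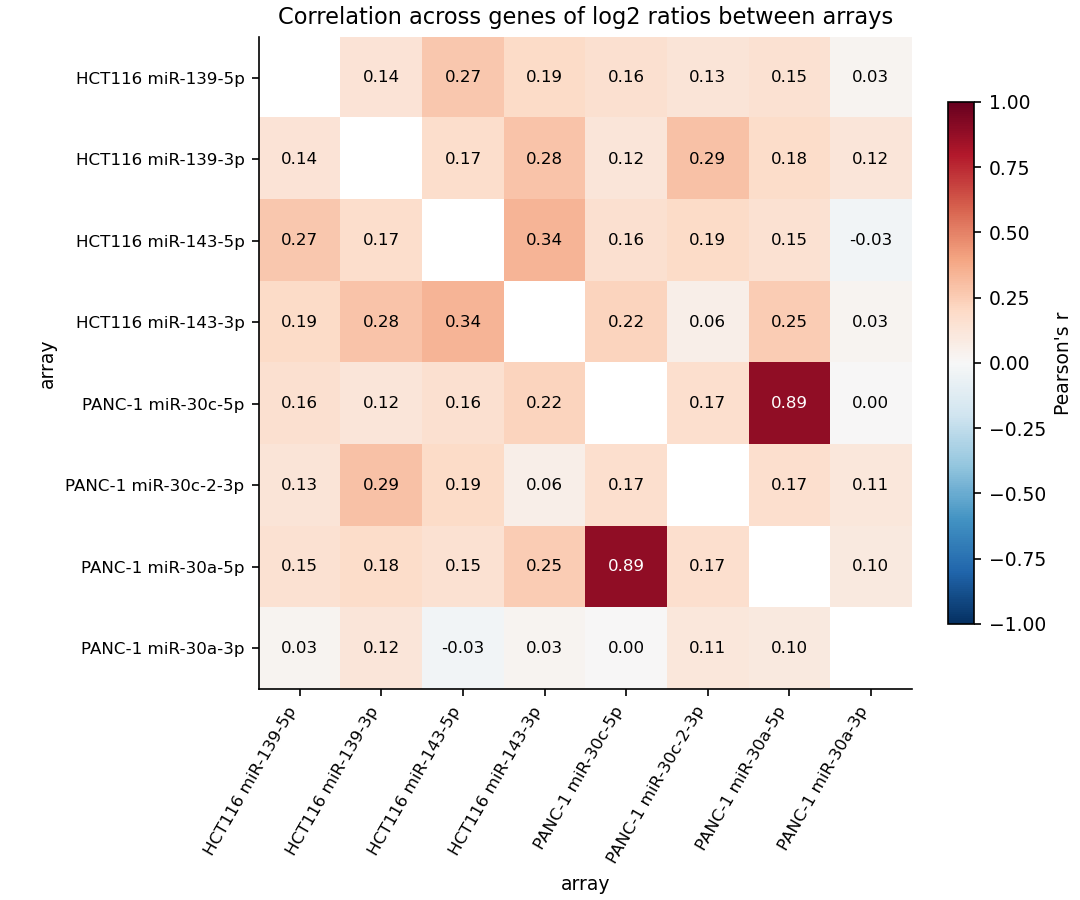
Pearson r across genes for the 28 pairs of arrays, coloured by r (no unit). The pair of miR-30c-5p and miR-30a-5p is at 0.89, and the 16 pairs across cell lines are between -0.03 and 0.29.

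The arrays do not measure the transfected miRNA, so the labels were compared with the seeds in the probe sequences. Genes with a heptamer matching the array's own seed had a lower median than genes without on 7 of 8 arrays, by -0.022 to -0.056. On 5 arrays the percentile was under 2.5, against 3 of the 56 pairs of an array and another miRNA's seed. Of those 3, 2 were the seed shared by miR-30c-5p and miR-30a-5p. The difference on the miR-139-3p array, -0.030, turned positive without the filter on dim probes and with bases 2 to 8 alone. Without that filter, the differences on the other arrays with a lower median shrank to between -0.0038 and -0.0157. By the scanner log ratio, the differences on the 7 arrays were larger, at -0.050 to -0.172. On the array labelled miR-143-3p, genes with the miR-143-3p heptamers had a higher median, by 0.021, at a percentile of 95.3. Among all heptamers, the miR-30 seed heptamers ranked 1 and 2 on both the miR-30c-5p and the miR-30a-5p arrays, and those of miR-30a-3p ranked 1 and 2 on theirs. The 2 heptamers ranked 6 and 185 for miR-30c-2-3p, 12 and 165 for miR-139-5p, 22 and 49 for miR-143-5p, 43 and 9463 for miR-139-3p, and 10706 and 12726 for miR-143-3p, of 14440 to 14558 heptamers ranked per array.

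**Figure D5:**
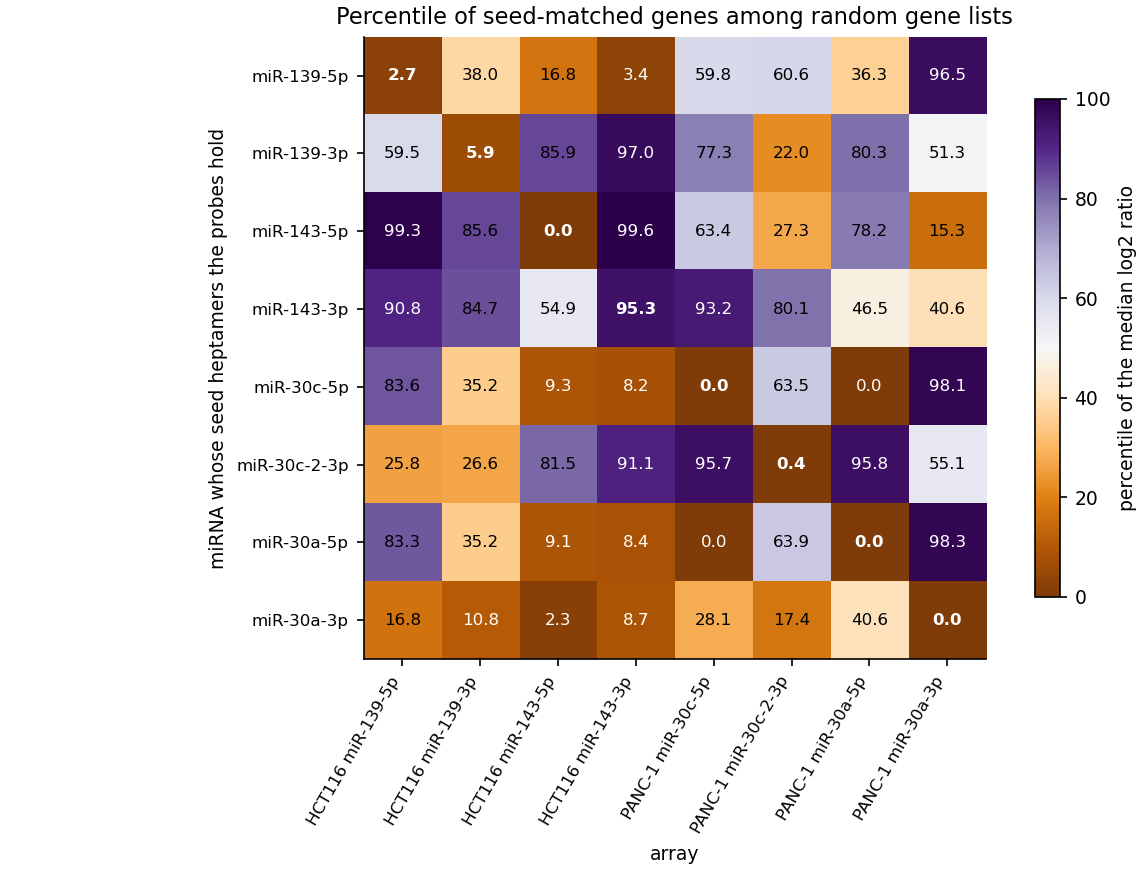
Heat map of the percentile (colour, 0 to 100) of the median log2 ratio among random lists, for genes whose probes hold the seed heptamers of each miRNA (vertical axis) on each array (horizontal axis), with the array's own seed in bold. The own seed is at 95.3 on the array labelled miR-143-3p and under 2.5 on 5 arrays.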

Values the study reported

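The study reported a log2 ratio of -2.193 for KRT80 and -2.729 for HK2 after miR-139-3p transfection of HCT116 cells. It listed 29 candidate target genes of miR-139-3p, chosen with a log2 ratio below -2, and gave -3.773 for KIAA0101. It found 52 genes lowered by both KRT80 siRNAs.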

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

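The offset of 1 and the search for seeds in probe sequences were chosen after seeing the data, and the other alternatives were planned. Of 268 comparisons of a main result with its value under an alternative, 151 stayed, 110 moved in the same direction (86 further from 0 and 24 nearer) and 7 reversed. Of 464 comparisons of single genes, probe seeds and the p53 list, 203 stayed, 259 moved and 2 reversed. The p53 list on the miR-139-3p array ranged from 1.37 to 1.90. A count stayed when it was within 1.5 times the main count. Another value stayed when it moved by less than a spread: the SD of random lists for lists and seeds, the SD between spots for genes, and the SD of pairs across cell lines for correlations. Except where a reason is given, the cause was not tested.

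Without background correction, the lower genes in array order (miR-139, miR-143, miR-30c and then miR-30a, each with the 5p strand before the 3p strand) were 78, 925, 323, 339, 191, 1402, 97 and 410. The higher genes were 25 with miR-139-5p, 692 with miR-139-3p, 126 with miR-143-5p, 238 with miR-30c-5p, 546 with miR-30c-2-3p and 160 with miR-30a-3p. With miR-139-3p, 59 genes were under -2, KRT80 was at -1.61, HK2 at -2.59, the candidates at -1.40 and the siKRT80 list at -0.68. The miR-30 targets were at -0.49 with miR-30c-5p. The mock pairs of different precursors had a median of 397.5 genes in HCT116 and 90.5 in PANC-1.

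By the scanner log ratio, the lower genes in the same order were 361, 2033, 973, 1002, 650, 2452, 361 and 906, and the higher genes 397, 2128, 818, 869, 892, 1907, 579 and 1330. With miR-139-3p, 287 genes were under -2, KRT80 was at -2.19, HK2 at -2.73, the candidates at -2.29 and the siKRT80 list at -1.29. The miR-30 targets were at -0.55 with miR-30c-5p and -0.34 with miR-30a-5p, and r between these arrays was 0.73. The mock pairs had 1608 and 678.5 genes, so the background rose with the counts. Of the 2264 lower genes of the main processing summed over arrays, 2254 were also lower by the scanner log ratio. The deposited log ratios equal it, so they gave no separate value.

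Under median centring, the lower genes were 11 with miR-139-5p, 105 with miR-143-5p, 24 with miR-30c-5p, 22 with miR-30a-5p and 46 with miR-30a-3p. The higher genes were 53, 206, 832, 295 and 1946 on these arrays and 718 with miR-30c-2-3p. The share of changed genes that were higher rose from 22.6% to 82.8% with miR-139-5p, 26.3% to 66.2% with miR-143-5p, 62.7% to 97.2% with miR-30c-5p, 29.2% to 55.6% with miR-30c-2-3p, 53.8% to 93.1% with miR-30a-5p, 25.3% to 97.7% with miR-30a-3p, 42.7% to 46.0% with miR-139-3p and 35.9% to 42.8% on the array labelled miR-143-3p. The median of all genes shifted by 0.02 to 0.28. The siKRT80 list was at -0.36 with miR-139-3p and the miR-139-5p targets at 0.17 on their array. The miR-30 targets were at -0.00085 with miR-30c-5p and reversed to 0.019 with miR-30a-5p. The strands of miR-30a had r = 0.34.

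Without the filter on dim probes, the candidates were at -0.94 and the siKRT80 list at -0.31, and the difference for the own seed with miR-139-3p reversed to 0.0028. With bases 2 to 8 alone, it reversed to 0.026. With detection in both channels, the candidates were at -1.43 and the siKRT80 list at -0.58. With the median over probes, the siKRT80 list was at -0.37, the miR-139-5p targets reversed to -0.035, and the miR-30 targets were at -0.15 with miR-30c-5p and -0.20 with miR-30a-5p. None of the 6 correlations computed by Spearman's method moved.

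After subtraction of the mean of the other 3 arrays of the line, the lower genes were 93 with miR-139-5p, 44 with miR-30c-5p, 31 with miR-30a-5p and 370 with miR-30a-3p, and the higher genes 89 with miR-139-5p and 301 with miR-30a-3p. With miR-139-3p, KRT80 was at -0.56, HK2 at -1.74, the candidates at -0.93 and the siKRT80 list at -0.26. The miR-139-5p targets reversed to -0.11, and the miR-30 targets were at -0.20 and -0.14. The strand correlations reversed to -0.49 for miR-139, -0.19 for miR-143, -0.60 for miR-30c and -0.29 for miR-30a, which follows in part from construction, since each array enters the value subtracted from the others. The pair of miR-30c-5p and miR-30a-5p had r = 0.77, and pairs across cell lines a median of 0.014. The mock background has no value under this setting.

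With the offset of 1, the lower genes in array order were 148, 1475, 604, 633, 383, 2113, 184 and 640, and the higher genes 45, 1382, 311, 367, 445, 1076, 212 and 507. With miR-139-3p, 114 genes were under -2, KRT80 was at -2.03, HK2 at -2.77, the candidates at -1.98 and the siKRT80 list at -1.05. The miR-30 targets were at -0.53 and -0.34, r between their arrays was 0.80, and the mock pairs had 876 and 253 genes. In simulated arrays the recovered share of the true change was 0.661 with the offset of 50 and 0.930 with 1, so the lower counts of the main processing follow in part from compression of dim genes.

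The median signal was close to background on all 8 arrays, so a low ratio of a dim gene depends on the background correction. By the scanner log ratio, 388 of the lower genes with miR-139-3p were not well above background in Cy5, against 2 in the main processing. No paired analysis was possible because each group is 1 array and the results come from no test. For the same reason no array was left out of a group.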

Other observations

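The tests of a shared mock for the p53, SNAR and miR-30 patterns, of dye bias for the p53 list, of a swap of the miR-143 arrays and of a single mock extract were chosen only after the results were seen.

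KRT80 had a log2 ratio of -1.12 with miR-139-3p. That is nearer to 0 than the value quoted from the study above. By the scanner log ratio, KRT80 was at -2.19 and HK2 at -2.73, and the gap was not present. In simulated arrays the offset of 50 compressed the ratios of dim genes.

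KRT80 was lower on both miR-139 arrays and on the miR-143-5p array. A high KRT80 level in the mock RNA of the miR-139 arrays would lower their ratios. The mean mock level of the miR-139 arrays minus that of the miR-143 arrays was -2.07 (log2), so it was not high against the other HCT116 mock. The Cy5 levels of the miR-139 arrays were low as well, at 6.67 and 6.41, against 8.47 and 10.06 on the miR-143 arrays. A comparison between experiments therefore cannot exclude a mock level that was high for the miR-139 experiment itself. Why the mock levels of 1 cell line differed stays open, and differences between cultures were not tested.

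The mock channels of the 2 arrays of 1 precursor were nearly alike. The smallest SD between precursors was 1.88 times the largest within a precursor in the cell line where this ratio was smaller. This is consistent with 1 mock extract used on both arrays, which the file labels also pair with 1 mock number. Separate cultures of 1 experiment stay open.

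The p53 targets were higher with miR-139-3p. A deviation of a mock RNA shared by both miR-139 arrays would raise them on both, but the median was -0.12 with miR-139-5p (0.06 under median centring, and -0.04 relative to the median of all genes). A gene-specific dye bias would appear on every array, but the highest median on the other 7 was 0.51. That value, on the array labelled miR-143-3p, was at a percentile of 100, and the 0.36 with miR-30c-5p at 99.9. A smaller rise was thus not confined to miR-139-3p, though the median with miR-30c-2-3p was -0.16. Removal of the trend with probe GC content left the median with miR-139-3p at 1.51, with 0 random lists at or above it. A p53 response to this miRNA may explain the pattern, as a hypothesis found and tested on the same data. No control small RNA was on these arrays, so a response to transfection of this particular preparation stays open.

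Genes with the miR-143-3p seed in their probes were not lower on the array labelled miR-143-3p. If the miR-143 arrays had been swapped, they would be lower on the miR-143-5p array, where the difference was 0.0033 at a percentile of 54.9. A trend with base composition does not account for it either, since the lower percentile of the seed heptamers among heptamers of the same bases was 77.1. HK2, which is on the miR-143-3p target list and whose probe holds the seed heptamers, goes with the label: it was at -1.68 on the array labelled miR-143-3p and 0.10 on the miR-143-5p array. HK2 was also lower with miR-139-3p, at -2.25, and a single gene decides nothing. The target list as a whole did not go with the label. Its median was 0.14 on the array labelled miR-143-3p and -0.16 on the miR-143-5p array, at percentiles of 90.2 and 7.32. Both lay within the middle 95% of random lists, so the list does not decide the question either. An inefficient transfection, a single wrong label, or too few targets reached by probe sequences stay open.

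The ratios of miR-30a-5p and miR-30c-5p were alike. Effects shared by all arrays would be removed by conditioning on the other 2 PANC-1 arrays, but the partial correlation was 0.89. The plain correlations of the other PANC-1 pairs, which were not conditioned in this way, were at most 0.17. A mock RNA shared by both arrays would make their mock channels alike, but the SD between these was 0.179, against 0.0736 to 0.0943 for the PANC-1 pairs of 1 precursor. The shared seed may explain the likeness, as a hypothesis.

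SNAR genes, chosen after their values were seen, had a median of 3.36 with miR-30c-2-3p over 10 detected genes, under which the lowest setting gave 2.98. A mock shared by both miR-30c arrays would raise them with miR-30c-5p as well, where the median was 0.54. Whether near-identical copies gave 1 signal on several probes cannot be told apart from a change of each gene: the median longest stretch shared between SNAR probes was 17 of 60 bases, but transcripts can be alike outside the probes. The rule for this test was at first that little sharing would exclude the explanation, and was changed after the value was seen. No biological explanation was tested.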
